A study of Mus musculus with 9 samples. Its data were reported in "Molecular profiling of the developing mouse axial skeleton: a role for Tgfbr2 in the development of the intervertebral disc" (2010).

How the data were processed

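RNA was measured on 9 Affymetrix mouse genome arrays. The cells came from the sclerotome, the part of the somite that forms the vertebrae and the intervertebral discs (IVD), of mouse embryos at embryonic day 11.5. They were grown as micromass cultures, in which a drop of densely packed mesenchymal cells is plated and can form cartilage. They were left untreated or received BMP4 (50 ng/ml) or TGF-β1 (5 ng/ml) for 8 hours. The sample records place the start of treatment after a night in culture, whereas the culture methods of the study describe the factors as added soon after the cells had attached, and it is not known which holds for these arrays. There were 3 arrays per group, each from its own culture and each made from 50 ng of total RNA amplified in cDNA cycles before biotin labelling. The study describes the replicates as separate repeats of the whole experiment, so the p values measure the spread between such repeats.

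The deposited values are log2 signals that the authors obtained with the RMA method, according to the submitters' notes, whose version is not given in the sources used here. The deposited table holds 45101 probe sets, and the median over the 9 arrays was 0 for all 45101 of them (tolerance 1e-6), with values from -3.83 to 4.01. Each probe set had thus been centred on its own median, so that differences between arrays are kept and expression levels are not. Signal over background could therefore not be judged, and no probe set was removed for low signal. The 64 Affymetrix control probe sets were left out of the comparisons, which left 45037 probe sets. No array was left out, and no pair of arrays was identical (0 pairs).

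Of the 45037 probe sets, 34945 carried 1 gene symbol, 932 carried several and 9160 carried none. Symbols were checked against the RefSeq gene table through the Entrez identifiers, which were found for 34741 probe sets, and 0 symbols changed. Statements on genes use the probe set with the largest variance over the 9 arrays for each of 18193 genes, chosen without the groups. Gene positions were not needed for these comparisons and are not given.

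Differences were tested with limma 3.58.1 in R 4.3.3: a linear model of the 3 groups over all 9 arrays with moderated variances (6 residual degrees of freedom, prior degrees of freedom 4.01, median residual SD 0.129 log2 units). The 3 comparisons were BMP4 with untreated, TGF-β1 with untreated, and TGF-β1 with BMP4. P values are two-sided and were adjusted by the Benjamini-Hochberg method over the 45037 probe sets. A probe set is called changed when its adjusted p is under 0.05, and counts are also given with a change of at least 2-fold. Errors are standard errors (SE) of the log2 difference from the model unless SD is written. Python 3.11.15 drew the figures.

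A total of 28 gene lists were fixed before the data were examined, as were the comparisons, the tests, the alternative analyses and the rule for named genes. They cover cartilage matrix and Sox genes, hypertrophy with hedgehog signalling and bone, tendon and fibrous matrix, BMP target genes, TGF-β target genes, contractile genes of smooth muscle, and sclerotome identity. They also cover the TGF-β family, the Wnt, Notch and FGF pathways, matrix proteases, the cell cycle, hypoxia and glycolysis, adipogenic genes, cytokines, immediate early genes and reference genes. Markers of cells that a sclerotome dissection could carry along form lists for skeletal muscle, neurons, neural crest, notochord and epithelium, endothelium, erythroid cells and macrophages. The remaining lists come from the study: genes higher in the disc than in the vertebra of older embryos (IVD list), genes higher in the vertebra (vertebrae list), and the genes it tested by RT-PCR. The study had already printed changes on these arrays for members of other lists. Among them are Sox9, Acan and Papss2 with BMP4, and Fmod, Scx and Mkx with TGF-β. Counts that include such genes are not fully independent evidence. Each list was tested with camera, which asks whether its genes shifted more than all other genes, with a preset correlation between genes of 0.01, and again with the correlation estimated from the data. Camera p values were adjusted over the 28 lists within a comparison. The fry test, which asks whether a list's genes moved one way on balance without comparing them with other genes, served as an alternative. Counts called "adjusted over the list alone" adjust the p values of the list's members among themselves. Called members of the IVD and vertebrae lists were compared by direction with Fisher's exact test (two-sided), adjusted over the 3 comparisons. Genes are not independent replicates.

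Named genes follow a rule fixed with the lists. It takes the 8 largest rises and the 8 largest falls of at least 2-fold among called genes whose arrays did not overlap between the groups, for each growth factor. It adds up to 3 called members of each list, up to 5 members of the IVD and vertebrae lists in each direction, the RT-PCR genes and 13 further genes chosen for the question. It also adds the 5 largest differences in each direction between the growth factors and up to 5 genes called in opposite directions. Genes outside the rule are identified in the text as chosen after their values were seen. Several of the 13 further genes, such as Chad, Fgf18 and Gdf5, are listed by the study as changed in these cultures.

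Array numbers were tested for pairing. After subtracting group means, the correlation across genes between arrays of the same number was 0.14, 0.49 and 0.28 for TGF-β1 and untreated, and 0.29, 0.50 and 0.38 for TGF-β1 and BMP4, each above 0.1 and above those of unlike numbers. For BMP4 and untreated it was -0.049, 0.50 and 0.24, so these are not treated as pairs. TGF-β1 matched both groups by number, which would tie BMP4 to untreated as well, so their pairing is not excluded. A fit with the replicate number as a block is given beside the totals of TGF-β1, beside its list counts where either direction moves by more than 1.5 times, and beside its uncalled genes that the block calls. For BMP4 and untreated it is given beside the total and the cartilage, contractile, IVD, vertebrae, endothelial, immediate early and hypoxia lists. Its counts for other lists with BMP4 are not given.

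The procedure was tested on simulated data with known changes in 200 of the 45037 probe sets. The test called 34 of 67 probe sets changed 1.5-fold (50.7%), 63 of 67 changed 2-fold (94.0%) and 66 of 66 changed 4-fold (100%), with 7 false calls among 170, and it made 0 calls between unchanged groups. To judge the response shared by both growth factors, which are compared with the same untreated arrays, 100 pairs of unchanged groups with shared controls were simulated.

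Alternative analyses fixed beforehand were quantile normalization, centring each array on its median, keeping only the more variable probe sets, limma with a variance trend and robust estimation, fits of only the 2 groups compared, the replicate block, leaving out each array in turn, the unequal-variance t-test in place of the unequal-variance ANOVA of the study's methods, a fold limit, camera with an estimated correlation, fry, the mean over all probe sets of a gene, and the listed probe sets themselves. Centring each array on its median could not change any value, since every array's median was already 0. Leaving out the 3 arrays numbered 2 was added after the data had been seen.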

Results

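The 9 arrays fall into 3 groups of 3: untreated sclerotome cultures, cultures with BMP4 and cultures with TGF-β1. Each array carries the replicate number 1, 2 or 3. The number of arrays limits the precision of every value below. The SD of the centred log2 values over all probe sets ran from 0.177 (untreated replicate 3) to 0.258 (BMP4 replicate 2). The component that held the most variance (34.1%) parted the groups, with BMP4 arrays at 22.1 to 43.1, untreated arrays at -11.8 to 2.2 and TGF-β1 arrays at -32.1 to -23.9. A further component (16.7%) placed the array numbered 2 lowest in each group, at -14.3 (untreated), -19.4 (BMP4) and -30.5 (TGF-β1).

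**Figure D1:**
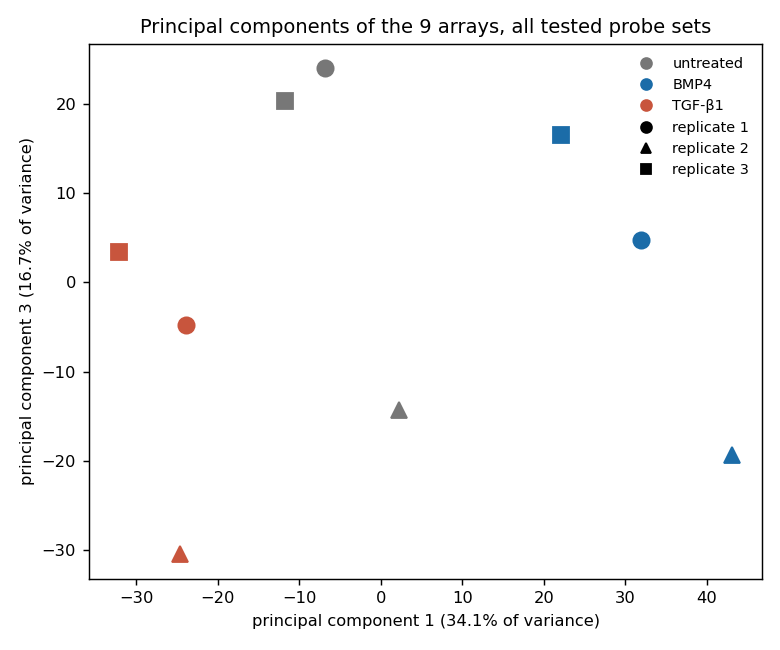
Each point is 1 array, coloured by treatment and shaped by replicate number, on principal component 1 (x axis, 34.1% of the variance) and principal component 3 (y axis, 16.7%) of the log2 values. The treatments separate along x, and the arrays numbered 2 lie lowest in each treatment along y.

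The comparison of BMP4 with untreated cultures asked which genes respond within 8 hours to a growth factor that promotes cartilage. BMP4 raised 16 of 19 known BMP target genes, the cartilage transcription factor genes Sox9, Sox5 and Sox6, and the hedgehog pathway genes Ihh, Ptch1 and Gli1, while 9 of 26 tendon and fibrous matrix genes and 7 of 15 sclerotome genes fell. Nog, which codes for the secreted BMP antagonist noggin, rose most, 10.3-fold (log2 difference 3.36 ± 0.16 SE, n = 3 per group, adjusted p = 3.7e-05). Papss2, which makes the sulfate donor for cartilage proteoglycans, rose 9.33-fold (3.22 ± 0.39, adjusted p = 0.0013). The growth factor gene Fgf18 fell most among members of the IVD list, to 6.52-fold lower (-2.70 ± 0.16, adjusted p = 4.7e-05).

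In all, limma called 2449 of 45037 probe sets (5.44%), 1039 higher and 1410 lower, and 457 of them changed at least 2-fold (225 higher, 232 lower). Counted by gene, 628 were higher and 820 lower, of which 152 and 159 changed at least 2-fold. The 3 BMP4 arrays did not overlap the 3 untreated arrays for 4199 of 18193 genes (23.1%), where chance gives 10%. Besides Nog and Papss2, the largest rises included the homeobox gene Dlx2 (9.38-fold, 3.23 ± 0.40), Insyn2b (9.26-fold), the sphingosine phosphate receptor gene S1pr5 (8.52-fold), the anion transporter gene Slc26a7 (7.04-fold), Ttr (6.35-fold) and the transcription factor gene Gata3 (6.15-fold). The largest falls were in the tight junction gene Cldn11 (7.39-fold, -2.89 ± 0.42), Fgf18, the cytokine gene Il33 (5.58-fold), Crh (5.37-fold), Igfbp5 (5.34-fold), Scara5 (5.09-fold), Crabp2 (5.08-fold), whose protein binds retinoic acid, and Pamr1 (5.03-fold). In fits with fewer arrays, the count of 2449 dropped to 1511 without BMP4 replicate 1, to 1431 without BMP4 replicate 2, to 1617 in a fit of only these 2 groups, and to 1200 without the 3 arrays numbered 2, an alternative added after seeing the data. With the replicate number as a block the count was 4069.

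Among BMP target genes, 16 of 19 measured members rose and none fell (18 and 0 adjusted over the list alone). The camera test gave an adjusted p of 5.6e-23, and adjusted p = 0.073 with an estimated correlation. Besides Nog and Gata3, Bambi, a pseudoreceptor that dampens TGF-β family signals, rose 3.83-fold (1.94 ± 0.10), and Bmper, a secreted BMP modulator, rose 2.70-fold (1.43 ± 0.17).

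In the list of cartilage matrix and Sox genes, 7 of 25 rose and none fell (13 and 0 adjusted over the list alone, camera adjusted p = 5e-09, and adjusted p = 0.47 with an estimated correlation). Sox9, the master regulator of cartilage, rose 3.36-fold (1.75 ± 0.23, adjusted p = 0.0021), and its partners Sox5 and Sox6 rose 2.35-fold (1.24 ± 0.17) and 2.17-fold (1.12 ± 0.25). Acan, the gene for the cartilage proteoglycan aggrecan, rose 3.71-fold (1.89 ± 0.23, adjusted p = 0.0013) and the receptor gene Fgfr3 rose 5.03-fold (2.33 ± 0.24). The gene for the main cartilage collagen, Col2a1, was not called (0.33 ± 0.19, adjusted p = 0.44), nor was Chad, which codes for the matrix protein chondroadherin (1.19 ± 0.39, adjusted p = 0.13). With the replicate number as a block, 18 genes of the list rose and 1 fell, and both Col2a1 and Chad were called higher. The pairing that the block assumes was neither shown nor excluded for these groups. The same list stood apart on the arrays numbered 2: 19 of its 25 members were called higher there than on the other 6 arrays (median 0.67). Sox6 was not called without untreated replicate 1 (adjusted p = 0.076), untreated replicate 3 (0.093) or TGF-β1 replicate 1 (0.051), nor in a fit of only these 2 groups (0.079).

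The list for hypertrophy, hedgehog signalling and bone had 3 of 13 members higher and none lower (5 and 0 adjusted over the list alone, camera adjusted p = 0.00012, and adjusted p = 0.32 with an estimated correlation). All 3 belong to the hedgehog pathway: the ligand gene Ihh (4.80-fold, 2.26 ± 0.17), the receptor gene Ptch1 (2.15-fold, 1.11 ± 0.18) and the transcription factor gene Gli1 (1.97-fold, 0.97 ± 0.17). Of 26 tendon and fibrous matrix genes, 9 fell and 1 rose (11 and 1 adjusted over the list alone, camera adjusted p = 0.00031, and adjusted p = 0.32 with an estimated correlation). The falls included the matrix genes Thbs2 (3.06-fold, -1.61 ± 0.14) and Col6a3 (3.03-fold, -1.60 ± 0.17) and the tendon transcription factor gene Scx (2.16-fold, -1.11 ± 0.15). Thbs4, a thrombospondin gene, rose 2.27-fold (1.18 ± 0.07). In the sclerotome list 7 of 15 members fell and none rose (8 lower and 2 higher adjusted over the list alone, camera adjusted p = 5.3e-05, and adjusted p = 0.32 with an estimated correlation). They included the homeobox genes Meox1 (3.04-fold, -1.60 ± 0.13) and Uncx (2.61-fold, -1.38 ± 0.14), and Pax1 (2.25-fold, -1.17 ± 0.25), which marks ventral sclerotome. Pax1 was not called without BMP4 replicate 1 (adjusted p = 0.10) or replicate 3 (0.070), nor in a fit of only these 2 groups (0.057). Gdf5, a gene of the forming joint and disc, fell 2.43-fold (-1.28 ± 0.18).

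Of 20 genes of matrix proteases and their inhibitors, 6 fell and 1 rose (8 and 2 adjusted over the list alone, camera adjusted p = 0.030, and adjusted p = 0.32 with an estimated correlation), among them Adamts12 (2.40-fold lower, -1.26 ± 0.18) and Adamts1 (1.73-fold lower, -0.79 ± 0.12). TGF-β target genes had 3 members higher and 3 lower of 23 (7 and 4 adjusted over the list alone, camera adjusted p = 0.30). None of 14 contractile genes was called by limma (0 at adjusted p, 1 at unadjusted p under 0.05, camera adjusted p = 0.45). With the replicate number as a block, 2 of them were lower.

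**Figure D2:**
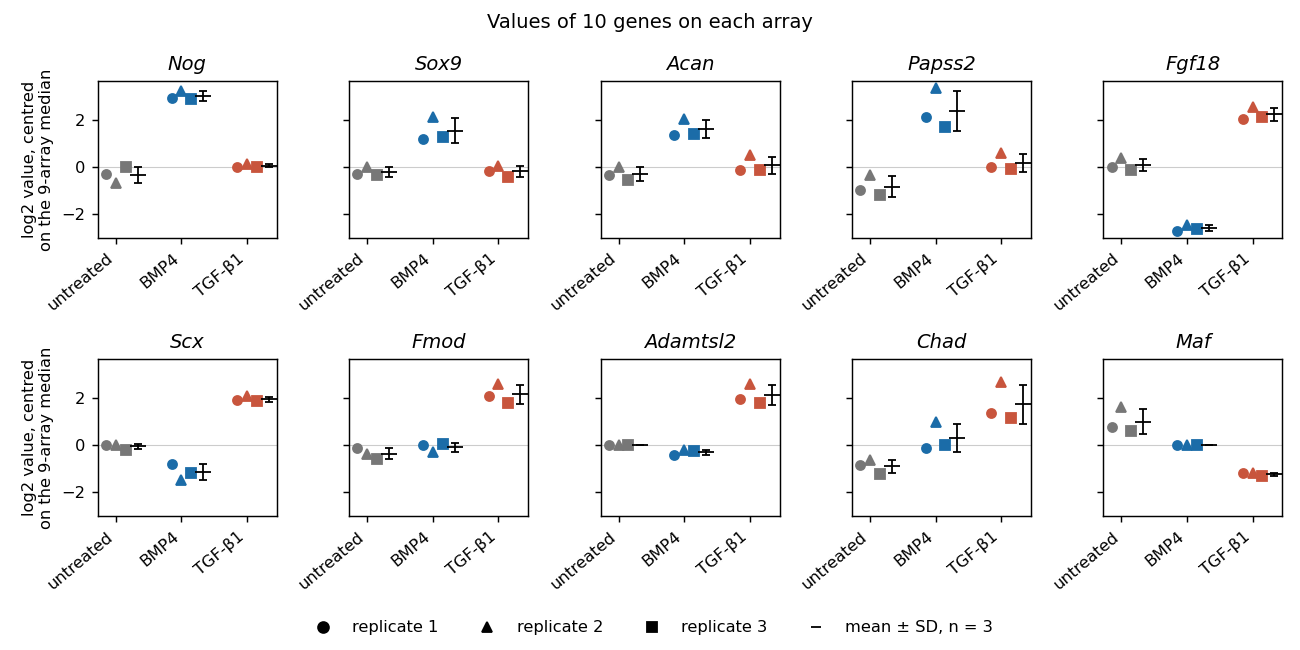
Log2 value of 10 named genes (y axis, centred on each gene's median over the 9 arrays) on each array, with marker shapes for the replicate number and the mean ± SD of 3 arrays per treatment. Nog, Sox9, Acan and Papss2 lie highest with BMP4, whereas Fgf18, Scx, Fmod, Adamtsl2 and Chad lie highest and Maf lowest with TGF-β1.

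The comparison of TGF-β1 with untreated cultures asked whether TGF-β turns sclerotome toward disc-like fibrous tissue and away from cartilage. TGF-β1 raised 10 of 23 known TGF-β target genes and 6 of 26 tendon and fibrous matrix genes, and lowered 14 of 101 genes of the vertebrae list. Sox9, Sox5 and Sox6 were not called, and Acan was called only with the replicate number as a block. Fmod, which codes for the collagen-binding proteoglycan fibromodulin, rose 5.77-fold (2.53 ± 0.20, n = 3 per group, adjusted p = 0.00021), with all 6 of its probe sets called higher. Scx rose 4.03-fold (2.01 ± 0.15, adjusted p = 0.00018). Maf, a transcription factor gene active in cartilage, fell 4.72-fold (-2.24 ± 0.21, adjusted p = 0.00048).

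TGF-β1 changed 1993 of 45037 probe sets (4.43%), 823 higher and 1170 lower, and 4029 with the replicate number as a block (1678 higher, 2351 lower). At least 2-fold changes were found for 253 (155 higher, 98 lower). By gene, 462 were higher and 766 lower, 96 and 66 of them at least 2-fold. The arrays of the groups did not overlap for 4705 of 18193 genes (25.9%, 10% by chance). The largest rises were in Gpat3, an enzyme gene of triglyceride synthesis (7.14-fold, 2.84 ± 0.14), Ddah1, whose enzyme degrades methylated arginine (6.43-fold, 2.69 ± 0.10), Chad (6.24-fold, 2.64 ± 0.39), Fmod, Tmem204 (4.77-fold), Cda (4.42-fold), Fgf18 (4.41-fold, 2.14 ± 0.16) and Nptx1 (4.37-fold). The largest falls included Enpep, the gene for aminopeptidase A (8.57-fold, -3.10 ± 0.26), the matrix gene Sned1 (6.04-fold, -2.60 ± 0.19), Maf, Tgfbr3, the gene for the TGF-β co-receptor betaglycan (4.53-fold, -2.18 ± 0.16), Otor (3.73-fold), Osr1, a transcription factor gene of connective tissue (3.62-fold, -1.86 ± 0.15), and Selenbp1 (3.60-fold). The count of 1993 dropped to 982 and 1061 without untreated replicates 1 and 2, to 903, 1194 and 867 without TGF-β1 replicates 1, 2 and 3, to 1172 in a fit of only these 2 groups, and to 888 without the 3 arrays numbered 2.

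Of 23 TGF-β target genes, 10 rose and none fell (14 and 1 adjusted over the list alone, 16 and 1 with the replicate number as a block). Camera gave an adjusted p of 6.7e-09, and adjusted p = 0.095 with an estimated correlation. Pmepa1, a feedback inhibitor of the pathway, rose 3.97-fold (1.99 ± 0.14), Lox, whose enzyme crosslinks collagen, rose 3.14-fold (1.65 ± 0.27), and the transcription factor gene Bhlhe40 rose 2.42-fold (1.28 ± 0.13). Tgif1, a repressor in the pathway, was not called (0.22 ± 0.09, adjusted p = 0.25). Of 19 BMP target genes, 1 rose (1 also adjusted over the list alone, 1 higher and 2 lower with the block, camera adjusted p = 0.85). This was Smad7, an inhibitor of both pathways (1.33-fold, 0.41 ± 0.10, adjusted p = 0.048), which was not called without any 1 of 8 arrays, all but untreated replicate 3, with adjusted p from 0.063 to 0.16.

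Tendon and fibrous matrix genes had 6 of 26 members higher and 2 lower (7 and 2 adjusted over the list alone, 11 and 2 with the block, camera adjusted p = 0.0015, and adjusted p = 0.38 with an estimated correlation). Besides Fmod and Scx, Thbs4 rose 2.60-fold (1.38 ± 0.07) and the tendon homeobox gene Mkx rose 2.45-fold (1.29 ± 0.14). None of 14 contractile genes was called by limma (0 at adjusted p, 5 at unadjusted p under 0.05, 0 adjusted over the list alone, 8 higher with the block). Their median difference was 0.43 (camera adjusted p = 0.0098, and adjusted p = 0.52 with an estimated correlation), and 12 of the 14 were lower on the arrays numbered 2 than on the other 6. Cnn1, the gene for calponin, had 1.37 ± 0.47 (adjusted p = 0.15, and 0.0017 with the block).

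Of 25 cartilage genes, 2 rose with TGF-β1 and none fell (2 and 1 adjusted over the list alone, 6 and 6 with the block, camera adjusted p = 0.85). The median (-0.10) and the mean (-0.02) of the list were below 0 while camera ranked it upward. The rises were in Chad and in Ucma, a gene of upper-zone cartilage matrix (1.57-fold, 0.65 ± 0.13), which was not called without untreated replicate 2 (adjusted p = 0.064), TGF-β1 replicate 1 (0.070) or TGF-β1 replicate 2 (0.066), nor without the 3 arrays numbered 2 (0.098). The differences were 0.02 ± 0.23 for Sox9 (adjusted p = 0.97), -0.10 ± 0.17 for Sox5 (0.79), -0.38 ± 0.25 for Sox6 (0.45) and -0.07 ± 0.19 for Col2a1 (0.88). Acan had 0.37 ± 0.23 (adjusted p = 0.42, and 0.025 with the block), and Papss2 had 1.01 ± 0.39 (0.19, and 0.0076 with the block). The hypertrophy and hedgehog list had 0 of 13 members called by limma (4 at unadjusted p under 0.05, 1 higher and 2 lower adjusted over the list alone, 1 lower with the block, camera adjusted p = 0.21), and Ihh had -0.31 ± 0.17 (adjusted p = 0.37). The sclerotome list had 0 of 15 called (4 at unadjusted p under 0.05, 1 higher and 2 lower adjusted over the list alone, 2 lower with the block, camera adjusted p = 0.21). There, Pax1 had -0.51 ± 0.25 (adjusted p = 0.31, and 0.026 with the block), and Gdf5 had -0.38 ± 0.18 (adjusted p = 0.30).

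Genes of matrix proteases and their inhibitors went both ways, 3 higher and 5 lower of 20 (5 and 5 adjusted over the list alone, camera adjusted p = 0.52). Adamtsl2, whose protein limits TGF-β release from the matrix, rose 4.37-fold (2.13 ± 0.17), the protease gene Htra1 rose 3.09-fold (1.63 ± 0.08) and Adamts6 rose 2.90-fold (1.53 ± 0.15). Adamts1 fell 2.34-fold (-1.23 ± 0.12) and Adamts12 fell 1.96-fold (-0.97 ± 0.18, adjusted p = 0.017). Adamts12 was not called without untreated replicate 1 (adjusted p = 0.065), untreated replicate 2 (0.058) or TGF-β1 replicate 2 (0.058).

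The RT-PCR list was chosen by the study on these cultures, so its direction is not independent evidence, adjusted over the list alone or otherwise. Here 6 of its 9 measured genes rose and 2 fell (7 and 2 adjusted over the list alone, camera adjusted p = 0.00015, and adjusted p = 0.38 with an estimated correlation). The rises were Fmod, Adamtsl2, Scx, Mkx, Bhlhe40 and Erg, a transcription factor gene of the joint (2.11-fold, 1.08 ± 0.26, adjusted p = 0.045). Maf fell, as did the transcription factor gene Ebf1 (2.47-fold, -1.30 ± 0.20). Nfatc1 had 1.42 ± 0.43 (adjusted p = 0.10, and 0.0077 with the block). This value is from 1 probe set, that with the largest variance, and those of its other probe sets are not given here. The study lists Nfatc1 as raised at least 2-fold by TGF-β. Erg was not called without any 1 of 7 arrays, all but untreated replicate 2 and BMP4 replicate 2, with adjusted p from 0.058 to 0.13. With BMP4, 1 of the 9 genes rose and 3 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.097). Erg rose 2.44-fold (1.29 ± 0.26, adjusted p = 0.017), Scx fell, Bhlhe40 fell 1.78-fold (-0.83 ± 0.13) and Maf fell 1.97-fold (-0.98 ± 0.21, adjusted p = 0.023). With BMP4, Erg was not called without untreated replicate 1 (adjusted p = 0.060), untreated replicate 3 (0.060) or BMP4 replicate 2 (0.055), and Maf not without BMP4 replicates 1, 2 or 3 (0.078, 0.075 and 0.061) or in a fit of only these 2 groups (0.076).

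**Figure D3:**
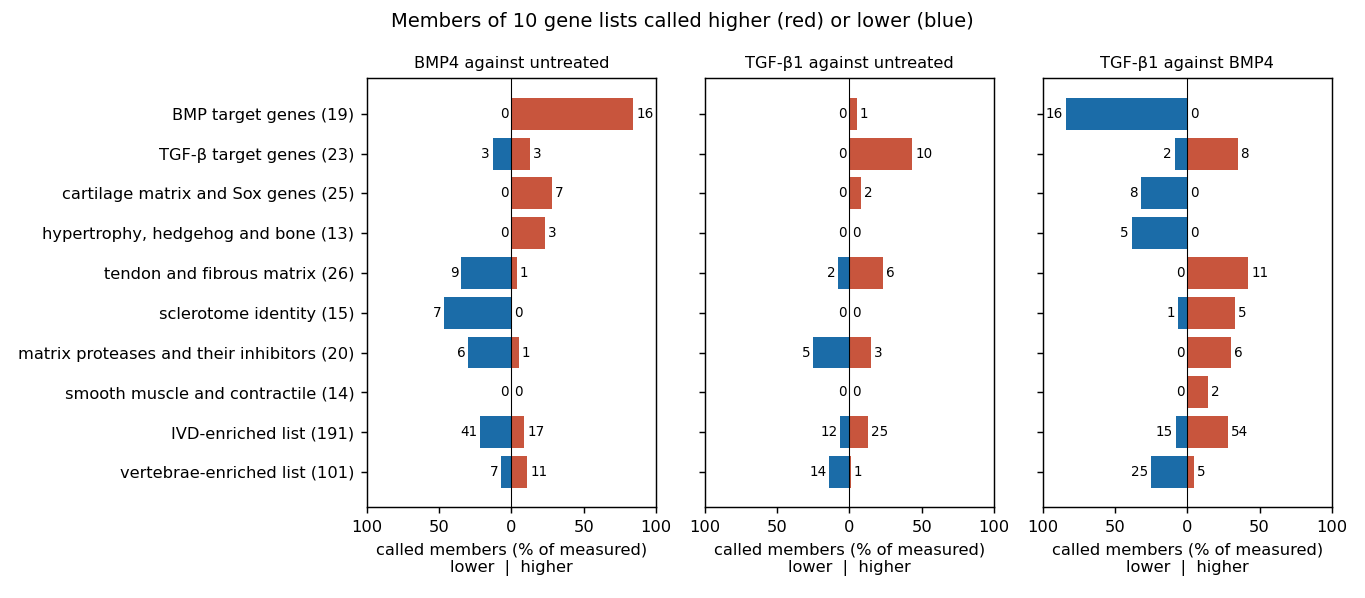
Share of each list's measured members (x axis, percent) that limma called higher (red) or lower (blue) for 10 lists in 3 panels, BMP4 minus untreated, TGF-β1 minus untreated and TGF-β1 minus BMP4, with the counts printed beside the bars. BMP target genes have 16 of 19 members higher with BMP4 and 1 with TGF-β1, and TGF-β target genes have 10 of 23 higher with TGF-β1 and 3 with BMP4.

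The IVD list and the vertebrae list asked whether each factor moved sclerotome toward the expression seen later in discs or in vertebrae. With BMP4, 17 of 191 IVD genes rose and 41 fell (24 and 62 adjusted over the list alone, 25 and 67 with the block). Camera gave an adjusted p of 9.1e-05, and adjusted p = 0.32 with an estimated correlation. Fgf18, Crabp2, Pamr1 and Col6a3 were among the falls, and the transcription factor gene Fosl2 (3.68-fold, 1.88 ± 0.24) and the netrin gene Ntng1 (3.27-fold) were among the rises. Of 101 vertebrae genes, 11 rose and 7 fell (17 and 11 adjusted over the list alone, 18 and 12 with the block, camera adjusted p = 0.47). Bambi and Bmper were among the rises and Shisa3 (2.93-fold) among the falls. The median of the vertebrae list (-0.01) and its mean (0.08) differed in sign, and camera ranked it upward. With TGF-β1, 25 IVD genes rose and 12 fell (39 and 20 adjusted over the list alone, 41 and 24 with the block). Camera gave an adjusted p of 0.040 for them, against 0.058 with the block and adjusted p = 0.48 with an estimated correlation. Its unadjusted p of 0.016 became 0.32 without untreated replicate 3 and 0.069 without TGF-β1 replicate 2. In the vertebrae list 1 gene rose with TGF-β1 and 14 fell (3 and 25 adjusted over the list alone, 2 and 26 with the block, camera adjusted p = 0.00028, and adjusted p = 0.46 with an estimated correlation). The rise was in C1qtnf3 (3.27-fold, 1.71 ± 0.16), and the falls included Ebf1, Ldb2 (2.32-fold), Asb4 (2.26-fold) and Gdf10 (2.18-fold). On the arrays numbered 2, 19 vertebrae genes were higher and 3 lower than on the other 6, against 37 and 20 IVD genes.

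Called genes of the lists were divided differently between the directions. With TGF-β1, 67.6% of the 37 called IVD genes and 6.67% of the 15 called vertebrae genes were higher (Fisher's exact test, two-sided, p = 0.00012, adjusted p = 0.00018). With BMP4 it was 29.3% of 58 and 61.1% of 18 (exact p = 0.024, adjusted p = 0.024). These p values treat genes as independent, which they are not.

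The direct comparison of TGF-β1 with BMP4 tests where the growth factors differ, which a gene called with only 1 of them does not show. Fgf18 was 28.7-fold higher with TGF-β1 than with BMP4 (4.84 ± 0.16, n = 3 per group, adjusted p = 1.2e-06), and Scx was 8.68-fold higher (3.12 ± 0.15, adjusted p = 6.5e-06). Slc26a7 was 22.3-fold lower (-4.48 ± 0.35, adjusted p = 7.4e-05), and Fgfr3 was 9.72-fold lower (-3.28 ± 0.24, adjusted p = 5.9e-05). Sox9 was 3.31-fold lower (-1.73 ± 0.23, adjusted p = 0.0016) and Acan 2.87-fold lower (-1.52 ± 0.23, adjusted p = 0.0031).

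Limma called 3110 probe sets (6.91%), 1536 higher with TGF-β1 and 1574 higher with BMP4, and 5252 with the block (2500 and 2752). At least 2-fold differences were found for 562 (294 and 268), and by gene for 375 of 1838 (194 and 181). The arrays did not overlap for 5451 genes (30.0%, 10% by chance). Besides Fgf18 and Scx, the genes furthest above BMP4 were Tmem204 (14.5-fold), Gpat3 (10.1-fold) and Cldn11 (9.95-fold), and those furthest below, besides Slc26a7 and Fgfr3, were Insyn2b (10.4-fold), Ttr (8.53-fold) and the glutamate receptor gene Grik3 (7.93-fold). The count of 3110 dropped to 1877 and 1932 without BMP4 replicates 1 and 2, to 1927 without TGF-β1 replicate 3, and to 1819 without the 3 arrays numbered 2.

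Cartilage genes were lower with TGF-β1 than with BMP4 for 8 of 25 and higher for none (14 and 2 adjusted over the list alone, 18 and 2 with the block, camera adjusted p = 5.5e-06, and adjusted p = 0.42 with an estimated correlation). Among them Papss2 was 4.62-fold lower (-2.21 ± 0.39), Sox5 2.53-fold lower and Sox6 2.82-fold lower. Chad (1.45 ± 0.39, adjusted p = 0.055, and 0.0020 with the block) and Col2a1 (-0.40 ± 0.19, adjusted p = 0.28, and 0.0097 with the block) were not called. The hypertrophy and hedgehog list had 5 of 13 lower (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 3.4e-05, and adjusted p = 0.22 with an estimated correlation), Ihh by 5.96-fold (-2.58 ± 0.17). BMP target genes were lower for 16 of 19 (17 adjusted over the list alone, camera adjusted p = 2.2e-19, and adjusted p = 0.056 with an estimated correlation). TGF-β target genes were higher for 8 of 23 and lower for 2 (13 and 2 adjusted over the list alone, 15 and 2 with the block, camera adjusted p = 7.8e-06, and adjusted p = 0.084 with an estimated correlation). Tendon and fibrous matrix genes were higher for 11 of 26 and lower for none (13 adjusted over the list alone, camera adjusted p = 1.5e-09, and adjusted p = 0.056 with an estimated correlation), with Fmod 4.77-fold and Thbs2 4.14-fold higher. Contractile genes were higher for 2 of 14 (4 adjusted over the list alone, 9 with the block, camera adjusted p = 0.0010, and adjusted p = 0.43 with an estimated correlation).

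Sclerotome genes were higher with TGF-β1 than with BMP4 for 5 of 15 and lower for 1 (7 and 1 adjusted over the list alone, 8 and 1 with the block, camera adjusted p = 0.0033, and adjusted p = 0.34 with an estimated correlation), Meox1 by 4.40-fold (2.14 ± 0.13). Pax1 was not called (0.65 ± 0.25, adjusted p = 0.17, and 0.0068 with the block). Matrix proteases and inhibitors were higher for 6 of 20 (6 higher and 2 lower adjusted over the list alone, 7 and 1 with the block, camera adjusted p = 0.0050, and adjusted p = 0.22 with an estimated correlation), Adamtsl2 by 5.36-fold (2.42 ± 0.17). The RT-PCR genes were higher for 5 and lower for 2 of 9 (6 and 2 adjusted over the list alone, camera adjusted p = 0.00017, and adjusted p = 0.24 with an estimated correlation). Nfatc1 was not called (1.49 ± 0.43, adjusted p = 0.074, and 0.0038 with the block). Among IVD genes 54 of 191 were higher with TGF-β1 and 15 lower (74 and 20 adjusted over the list alone, camera adjusted p = 1.3e-08, and adjusted p = 0.17 with an estimated correlation). Among vertebrae genes 5 of 101 were higher and 25 lower (7 and 29 adjusted over the list alone, 8 and 33 with the block, camera adjusted p = 9.1e-05, and adjusted p = 0.30 with an estimated correlation). Of the called genes, 78.3% of IVD and 16.7% of vertebrae genes were higher with TGF-β1 (Fisher's exact test, two-sided, p = 1.3e-08, adjusted p = 3.9e-08).

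Genes called against untreated in opposite directions numbered 31 lower with BMP4 and higher with TGF-β1, and 29 the other way round. The former included Fgf18, Tmem204 (-1.60 and 2.25), Scx and Nptx1 (-0.77 and 2.13). Genes called in the same direction numbered 121 higher and 233 lower with both. Tgfbr3 fell with BMP4 (-2.14 ± 0.16) and with TGF-β1 (-2.18 ± 0.16), as did Osr1 (-1.99 and -1.86), Dkk2 (-1.60 and -1.46) and Sfrp2 (-1.43 and -1.34), whose proteins modulate Wnt signals, and Abi3bp (-2.09 and -1.77). Thbs4 rose with both (1.18 and 1.38). Independent calls would give 15.9 genes higher and 34.5 lower with both, and 20.8 and 26.4 in the opposite directions. Across 18193 genes the correlation of the log2 differences was 0.34, against a median of 0.512 in 100 simulated pairs of unchanged groups that shared controls (-0.777 to 0.967). Their covariance was 0.0309, against a simulated mean of 0.0109 (difference 0.0201) and a simulated range of -0.0115 to 0.0538. Without untreated replicate 3 the observed covariance was 0.047. Both contrasts use the same untreated arrays, so part of these shared values may come from those arrays alone, and genes are not independent replicates.

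Markers of other cell types were mostly not called. Skeletal muscle genes had 1 of 12 higher with BMP4, the muscle regulator Myf5 (1.78-fold, 0.83 ± 0.11), and none lower (1 and 1 adjusted over the list alone, camera adjusted p = 0.11). With TGF-β1, 1 fell, Myh3 (1.33-fold, -0.41 ± 0.10, adjusted p = 0.050), and 6 fell adjusted over the list alone (7 with the block, camera adjusted p = 0.00077, and adjusted p = 0.31 with an estimated correlation). Myh3 was not called without any 1 of 8 arrays, all but untreated replicate 3, with adjusted p from 0.066 to 0.16. Of 13 neuron genes, Sox2, a transcription factor gene of neural progenitors, rose with BMP4 (2.70-fold, 1.44 ± 0.20) and the neurofilament gene Nefl fell with both factors (-1.17 ± 0.27 and -1.68 ± 0.27), with camera adjusted p of 0.76 and 0.98. With the block, 1 neuron gene was higher and 2 lower with TGF-β1. With BMP4, Nefl was not called without untreated replicates 1, 2 or 3 (adjusted p = 0.078, 0.10 and 0.055), BMP4 replicate 2 (0.076) or TGF-β1 replicates 1 or 3 (0.051 each), nor in a fit of only these 2 groups (0.064). Of 5 neural crest genes, Fabp7 rose with BMP4 (2.25-fold, 1.17 ± 0.11, camera adjusted p = 0.30), and 0 were called by limma with TGF-β1 (2 at unadjusted p under 0.05, 1 lower with the block, camera adjusted p = 0.14). Of 8 notochord and epithelium genes, the keratin gene Krt18 fell with BMP4 (2.45-fold, -1.29 ± 0.15) and Krt19, which the IVD list also holds, rose with BMP4 (1.61 ± 0.35, adjusted p = 0.026) and with TGF-β1 (1.68 ± 0.35, adjusted p = 0.027), with camera adjusted p of 0.95 and 0.14. Krt19 was not called in either comparison without untreated replicates 1, 2 or 3 (adjusted p = 0.084, 0.072 and 0.061 with BMP4, 0.089, 0.077 and 0.052 with TGF-β1), without replicates 1 or 2 of BMP4 (0.054 and 0.075) in the former, or without replicates 1 or 2 of TGF-β1 (0.058 and 0.056) in the latter.

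Endothelial genes had 0 of 12 called by limma with either factor (1 at unadjusted p under 0.05 each, camera adjusted p = 0.95 and 0.98). With the block, 1 was higher with BMP4 and 1 with TGF-β1. Of 12 macrophage genes 0 were called with BMP4 (1 at unadjusted p under 0.05, camera adjusted p = 0.097) and 1 fell with TGF-β1, Mrc1 (1.82-fold, -0.86 ± 0.13, 2 genes lower with the block), with camera adjusted p = 0.034 and adjusted p = 0.48 with an estimated correlation. Erythroid genes had 0 of 7 called by limma with either factor, with 5 at unadjusted p under 0.05 for BMP4 and 4 for TGF-β1 (0 and 4 lower adjusted over the list alone). Their medians were -0.73 with BMP4 (camera adjusted p = 0.081) and -0.61 with TGF-β1 (camera adjusted p = 0.040, against 0.053 with the block and adjusted p = 0.48 with an estimated correlation), the same direction as the 233 genes lower with both. Hbb-bh1, an embryonic globin gene, had -1.21 ± 0.46 (adjusted p = 0.20) and -1.28 ± 0.46 (adjusted p = 0.16). Between TGF-β1 and BMP4, 0 of 12 endothelial and 0 of 7 erythroid genes were called by limma (0 each at unadjusted p under 0.05). In that comparison 1 muscle gene, 1 neuron gene, 1 macrophage gene and 3 neural crest genes were lower and 1 notochord and epithelium gene was higher, with camera adjusted p from 0.052 to 0.93 over these 7 lists. With the block, 3 muscle and 3 neuron genes were lower, 2 notochord and epithelium genes were higher and 1 lower, and 1 endothelial gene was higher.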

Values the study reported

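The study reported 281 genes changed at least 2-fold by TGF-β in these cultures. For TGF-β it listed Chad as 6.24-fold up, Fgf18 as 4.41-fold up, Sned1 as 6.04-fold down and Maf as 4.72-fold down. It listed Adamts12 as 4.38-fold up with TGF-β.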

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

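The signal of control probe sets was looked at only after the results were seen, as were the spike-in values. Control probe sets are outside the comparisons of the report, and limma called 2 of the 64 changed with BMP4, 0 with TGF-β1 and 1 between TGF-β1 and BMP4, a bioC probe set (0.32, adjusted p = 0.032). A probe set for the middle of the Bacillus dap transcript was 0.28 log2 units higher with BMP4 than in untreated cultures (adjusted p = 0.035) and 0.27 higher with TGF-β1 (adjusted p = 0.050). Between TGF-β1 and BMP4 its difference was -0.01. The other 5 dap probe sets were not called and had -0.11 to 0.07 with BMP4 and -0.08 to 0.23 with TGF-β1. One of them, also for the middle of the transcript, had -0.03 with BMP4 (adjusted p = 0.93). It drew attention because no mouse gene stands behind it. The 18 hybridization spike-in probe sets were all lower with BMP4 than in untreated cultures (-0.38 to -0.11), and 1 of them was called. No biological or technical explanation of these shifts was tested.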

How the results depend on the processing

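Leaving out the 3 arrays numbered 2 was chosen after seeing the data. The cause of the changes below was not tested, except that fits of 2 groups and fits without arrays use fewer arrays.

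For BMP4 and untreated, the count of 2449 became 1617 with only the 2 groups, 4069 with the replicate block and 1200 without the arrays numbered 2. Leaving out 1 array gave 1431 to 2262 (1511 without BMP4 replicate 1, 1431 without BMP4 replicate 2). For TGF-β1 and untreated, 1993 became 1172, 4029 and 888, and 867 to 2053 without 1 array (982 and 1061 without untreated replicates 1 and 2, and 903, 1194 and 867 without TGF-β1 replicates 1, 2 and 3). For TGF-β1 and BMP4, 3110 became 5252 with the block and 1819 without the arrays numbered 2, and 1877 to 3330 without 1 array (1877 and 1932 without BMP4 replicates 1 and 2, 1927 without TGF-β1 replicate 3). A 2-fold limit gave 457, 253 and 562 by construction. These ran from 408 to 490, 218 to 302 and 472 to 604 without 1 array. The unequal-variance t-test, in place of the study's unequal-variance ANOVA, gave 433, 253 and 543 probe sets at unadjusted p under 0.05 and at least 2-fold. Without the fold limit, 4644, 4996 and 6191 passed at unadjusted p. After Benjamini-Hochberg adjustment it gave 0, 0 and 11, of which 0, 0 and 7 changed at least 2-fold.

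With the correlation estimated from the data, unadjusted camera p values of the IVD list rose from 1.3e-05 to 0.088 (BMP4) and from 0.016 to 0.31 (TGF-β1), those of the vertebrae list from 3e-05 to 0.13 (TGF-β1) and from 2.6e-05 to 0.12 (TGF-β1 against BMP4), and those of the cartilage list from 3.6e-10 to 0.15 (BMP4) and from 7.9e-07 to 0.24 (TGF-β1 against BMP4). The IVD list between the growth factors had 1.4e-09 and then 0.030. Without 1 array, the p of the IVD list with TGF-β1 ran from 0.00042 to 0.32 (0.32 without untreated replicate 3, 0.069 without TGF-β1 replicate 2). The other p values under 0.05 stayed at or under 0.00032 without any 1 array. The covariance of the responses, 0.031, ran from 0.029 to 0.047 without 1 array (0.047 without untreated replicate 3), and the correlation, 0.34, from 0.30 to 0.44. Fry gave unadjusted p of 0.0059 (BMP4), 0.037 (TGF-β1) and 0.00069 (TGF-β1 against BMP4) for the IVD list. For the vertebrae list it gave 0.018 (TGF-β1) and 0.0062 (TGF-β1 against BMP4). For the cartilage list it gave 0.023 (BMP4) and 0.031 (TGF-β1 against BMP4). After adjustment, fry was above 0.05 for the IVD list with TGF-β1 (0.074) and the cartilage list with BMP4 (0.054).

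With the replicate block, 18 cartilage genes rose and 1 fell with BMP4 (7 and 0 without it), and Col2a1 (0.33 ± 0.19, by number 0.21, 0.44 and 0.34) had adjusted p = 0.027 and Chad (1.19 ± 0.39, by number 0.73, 1.62 and 1.23) 0.0064. The check did not show these groups to be paired, since the arrays numbered 1 correlated at -0.049, and it does not exclude it.

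For named genes, 254 results were called and 145 were not, and none changed direction while called. Without 1 array, calls held in 2023 cases and were lost in 263. They were lost in 2 cases with quantile normalization, 12 with a variance trend, 22 with only 2 groups, 5 with the more variable probe sets, 0 with the block and 21 without the arrays numbered 2. Calls were gained in 32 cases without 1 array, 15 with quantile normalization, 0 with a variance trend, 6 with only 2 groups, 18 with the more variable probe sets, 37 with the block and 23 without the arrays numbered 2. Signal over background could not be judged from centred values.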

Other observations

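The tests of patterns in this part were chosen after the results were seen, whereas the lists and the splits of the arrays were planned. In the TGF-β family list 11 of 34 genes rose and 7 fell with BMP4 (14 and 8 adjusted over the list alone, camera adjusted p = 0.21), and 6 rose and 3 fell with TGF-β1 (11 and 7 adjusted over the list alone, 10 and 6 with the block, camera adjusted p = 0.14). Fst and Fstl3, which code for activin-binding proteins, rose with TGF-β1 (2.20-fold, 1.14 ± 0.10, and 2.25-fold, 1.17 ± 0.10). Between TGF-β1 and BMP4, 9 were higher and 7 lower (camera adjusted p = 0.80, ranked upward although median and mean were -0.01 and -0.06). Of 21 Wnt pathway genes 7 rose and 4 fell with BMP4 (7 and 9 adjusted over the list alone, camera adjusted p = 0.76, median -0.05, mean 0), and 2 rose and 5 fell with TGF-β1 (3 and 6 adjusted over the list alone, 4 and 6 with the block, camera adjusted p = 0.22). The Wnt antagonist genes Dkk1 (4.69-fold, 2.23 ± 0.30), Notum (2.66-fold, 1.41 ± 0.20) and Wif1 (2.60-fold, 1.38 ± 0.18) rose with BMP4, whereas Rspo2, which enhances Wnt signals, fell with TGF-β1 (2.65-fold, -1.41 ± 0.16). Between the growth factors 5 were higher with TGF-β1 and 8 lower (camera adjusted p = 0.41, median 0.04, mean -0.17). Of 13 Notch genes 3 rose and 1 fell with BMP4 (camera adjusted p = 0.070), among them the target genes Hey2 (4.17-fold, 2.06 ± 0.11) and Hey1 (3.17-fold, 1.67 ± 0.14), and 2 rose with TGF-β1 (5 adjusted over the list alone, 4 with the block, camera adjusted p = 0.029, and adjusted p = 0.31 with an estimated correlation). Between the growth factors 1 was higher and 2 lower (2 and 2 with the block, camera adjusted p = 0.73, median 0.02, mean -0.13).

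Of 17 FGF genes 2 rose and 3 fell with BMP4 (camera adjusted p = 0.45), 3 rose and 1 fell with TGF-β1 (4 and 2 with the block, camera adjusted p = 0.58), and 3 were higher and 3 lower between them (7 and 3 with the block, camera adjusted p = 0.17). Fgfr2 rose with BMP4 (2.05-fold, 1.04 ± 0.11) and fell with TGF-β1 (1.94-fold, -0.95 ± 0.11). Of 8 adipogenic genes 3 rose and 1 fell with BMP4 (camera adjusted p = 0.029, and adjusted p = 0.32 with an estimated correlation), among them Cebpd (2.08-fold, 1.06 ± 0.17) and the fat cell regulator Pparg (1.85-fold, 0.89 ± 0.16), and 2 fell with TGF-β1 (camera adjusted p = 0.12), where Lpl, the lipoprotein lipase gene, fell 2.21-fold (-1.15 ± 0.10). Between the growth factors 4 were lower with TGF-β1 (camera adjusted p = 0.00017, and adjusted p = 0.056 with an estimated correlation). Of 12 cytokine genes 2 fell with BMP4 (camera adjusted p = 0.11), Cxcl12 by 2.51-fold (-1.33 ± 0.16). With TGF-β1, 2 rose and 1 fell (4 and 1 adjusted over the list alone and with the block, camera adjusted p = 0.016, and adjusted p = 0.48 with an estimated correlation), Il1rap by 2.23-fold (1.16 ± 0.12), and 5 were higher than with BMP4 (7 with the block, camera adjusted p = 3.4e-05, and adjusted p = 0.22 with an estimated correlation). Of 11 hypoxia and glycolysis genes 3 rose with BMP4, Hk2 by 2.06-fold (1.05 ± 0.18), and with the block 7 rose and 1 fell. Camera gave an adjusted p of 0.0012 with BMP4, and adjusted p = 0.47 with an estimated correlation. With TGF-β1, 1 rose, Egln3 (1.81-fold, 0.85 ± 0.10, 3 genes with the block). Camera gave an adjusted p of 0.028 with TGF-β1, and adjusted p = 0.48 with an estimated correlation. Of 22 cell cycle genes 1 rose with BMP4 (camera adjusted p = 0.52), 2 fell with TGF-β1 (camera adjusted p = 0.047, against 0.090 with the block and adjusted p = 0.48 with an estimated correlation) and 1 was lower with TGF-β1 than with BMP4 (4 with the block, camera adjusted p = 0.0050, and adjusted p = 0.32 with an estimated correlation). Of 12 immediate early genes limma called 0 with BMP4 (2 at unadjusted p under 0.05, 3 higher with the block, camera adjusted p = 0.57). With TGF-β1, 1 rose (camera adjusted p = 0.28). Between the growth factors 0 were called (2 at unadjusted p under 0.05, 3 higher and 1 lower with the block, camera adjusted p = 0.68). Of the 11 hypoxia genes 0 were called between the growth factors (4 at unadjusted p under 0.05, 1 higher and 3 lower with the block, camera adjusted p = 0.41). On the arrays numbered 2, 6 of the 11 were higher and 1 lower than on the other 6 (median 0.42). Limma called 0 of 8 reference genes in each comparison (1, 2 and 1 at unadjusted p under 0.05, camera adjusted p = 0.52, 0.51 and 0.17).

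The 6 arrays of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split was the 1 that called probe sets in each comparison (2449, 1993 and 3110, and 457, 253 and 562 at least 2-fold), with 0 as the highest count of the others. For the camera p of the IVD list, 1 of the 10 splits was as low with BMP4 (real 1.3e-05, lowest other 1.5e-05), 4 with TGF-β1 (0.016, lowest other 2.3e-05) and 1 between the growth factors (1.4e-09, lowest other 1e-04). For the vertebrae list it was 2 with TGF-β1 (3e-05, lowest other 1.3e-05) and 2 between them (2.6e-05, lowest other 3.7e-07), and for the cartilage list 3 with BMP4 (3.6e-10, lowest other 9.4e-16) and 3 between them (7.9e-07, lowest other 8.2e-13). Each split with a lower p placed both arrays numbered 2 on one side. With the replicate number as a block, the p values were 0.025 (IVD list, TGF-β1), 6.6e-06 (vertebrae list, TGF-β1), 6.2e-06 (vertebrae list, between them), 1.7e-16 (cartilage list, BMP4) and 1.1e-11 (cartilage list, between them). Among splits that part all 3 pairs, the lowest other p was 0.017 and 0.0026 for the IVD and vertebrae lists with TGF-β1. Between the growth factors it was 0.00021, 0.00067 and 0.00028 for the IVD, vertebrae and cartilage lists. With BMP4 it was 1.5e-05 for the IVD list, close to the real 1.3e-05, and 0.00018 for the cartilage list.

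The 3 arrays numbered 2 differed from the other 6 at 1881 probe sets (1075 higher, 806 lower, with group differences removed), with Cnmd (1.97) and Hapln1 (1.82), genes of cartilage matrix, higher and Mylk (-1.54), a gene of contractile cells, and Egr2 (-1.51) lower. These genes, and Lyz2 and Tubb3 below, were chosen after their values were seen. RNA degradation stays open. Of the mouse control transcripts, 18S RNA had the furthest shift of the 3' minus 5' signal on these arrays (-0.53 log2 units). The transferrin receptor moved the other way (0.27). The study primed the amplification with oligo dT, so 18S RNA, a ribosomal RNA without a poly(A) tail, cannot decide this for messenger RNA. Gapdh (-0.05), pyruvate carboxylase (-0.06) and actin (0) stayed inside the range of the other 6 arrays. A changed share of another cell type stays open: the furthest median shift of the 6 lists for such cells was -0.38 (erythroid), but 5 of their 61 members were higher, among them the macrophage gene Lyz2 (0.96), and 8 lower, among them the neuron gene Tubb3 (-1.05), and 12 of 14 contractile genes, which are not in these lists, were lower. Quantile normalization, which gives every array the same distribution of values, left 75.1% of these probe sets called the same way. For those probe sets this argues against an array-wide difference left by the normalization. It stays open for the others, and for a difference that quantile normalization of centred values does not remove. No biological explanation was tested.

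The 233 genes lower with both growth factors include Tgfbr3 and Osr1. The shared untreated arrays may account for part of this and stay open, since 7 of 100 simulated pairs of unchanged groups reached the observed covariance, although these pairs, which hold no real change, gave 0 genes called lower in both. Fewer cells of another type in the treated cultures also stays open: 1 of 61 members of the lists for such cells, Nefl, was among the 233, but the erythroid medians were -0.73 and -0.61. No biological explanation was tested.

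Each replicate number's log2 differences were regressed on the mean differences of the other numbers. This matches arrays by number, although BMP4 and untreated were not shown to be paired. The slopes for numbers 1, 2 and 3 were 0.86, 1.29 and 0.84 with BMP4 (311 genes), and 0.91, 1.19 and 0.88 with TGF-β1 (162 genes). After quantile normalization they were 0.98, 0.94 and 1.02 (290 genes), and 1.03, 0.90 and 1.02 (198 genes).

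The unequal-variance t-test, which for 2 groups stands in for the unequal-variance ANOVA of the study's methods, gave 253 probe sets with TGF-β1 at unadjusted p under 0.05 and at least 2-fold, and 168 genes. Both are lower than the value quoted from the study above, and the count of probe sets is the closer. With BMP4 the same test gave 433 probe sets and 303 genes. The study's own count for BMP4 also lies above both and is nearer to that of probe sets. Adamts12 fell with TGF-β1 (-0.97 ± 0.18) and Adamtsl2 rose (4.37-fold, 2.13 ± 0.17). The direction for Adamts12 differs from that quoted from the study, whose entry carries the probe set of Adamts12 but refers to a table that holds Adamtsl2 and not Adamts12. The study's text names Adamtsl2 as raised by TGF-β, and its RT-PCR found the same. The fold quoted is also close to the 4.37-fold rise of Adamtsl2 here. The symbol quoted may therefore be meant for Adamtsl2, which was not tested.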
